# Neurogenin3 phosphorylation controls reprogramming efficiency of pancreatic ductal organoids into endocrine cells

**DOI:** 10.1038/s41598-018-33838-5

**Published:** 2018-10-18

**Authors:** Roberta Azzarelli, Steffen Rulands, Sonia Nestorowa, John Davies, Sara Campinoti, Sébastien Gillotin, Paola Bonfanti, Berthold Göttgens, Meritxell Huch, Benjamin Simons, Anna Philpott

## Abstract

β-cell replacement has been proposed as an effective treatment for some forms of diabetes, and *in vitro* methods for β-cell generation are being extensively explored. A potential source of β-cells comes from fate conversion of exocrine pancreatic cells into the endocrine lineage, by overexpression of three regulators of pancreatic endocrine formation and β-cell identity, Ngn3, Pdx1 and MafA. Pancreatic ductal organoid cultures have recently been developed that can be expanded indefinitely, while maintaining the potential to differentiate into the endocrine lineage. Here, using mouse pancreatic ductal organoids, we see that co-expression of Ngn3, Pdx1 and MafA are required and sufficient to generate cells that express insulin and resemble β-cells transcriptome-wide. Efficiency of β-like cell generation can be significantly enhanced by preventing phosphorylation of Ngn3 protein and further augmented by conditions promoting differentiation. Taken together, our new findings underline the potential of ductal organoid cultures as a source material for generation of β-like cells and demonstrate that post-translational regulation of reprogramming factors can be exploited to enhance β-cell generation.

## Introduction

Pancreas function involves complex orchestration of exocrine and endocrine cell activities to maintain metabolic homeostasis, while a failure of glucose sensing and insulin production due to endocrine β-cell impairment underlies both Type 1 and some forms of Type 2 diabetes^1,2^. Hence, the huge public health burden of diabetes has led to intense investigation of pancreatic endocrine cell formation, with the hope that new ways will be found to generate β-cells *in vitro* or *in vivo* for cell replacement therapies and/or to support β-cell survival and function^2–7^.

Generation of new mammalian β-like cells *in vivo* has been achieved by transcription factor-mediated direct reprogramming of pancreatic acinar cells to endocrine cells using three transcription factors, Neurogenin3 (Ngn3 or Neurog3), Pdx1 and MafA^8,9^, which play a central role in endocrine cell development and in mature adult β-cells^10,11^. Moreover, β-like cells have been generated from cells of the gastrointestinal tract *in vivo* showing that different cell types are susceptible to this directed reprogramming approach^12^. *Ex vivo* generation of β-cells for potential cell replacement therapy has also been extensively explored using embryonic stem cells and a complex regime of fate altering growth factors^13–15^.

Pancreatic islet cells are specified within the developing ducts in embryogenesis, while islet neogenesis declines in adulthood^16–19^. Ductal cells isolated from the adult pancreas, however, contain a population of stem-like cells that grow *in vitro* as 3D ‘organoids’^20^. These cells also maintain a limited multi-lineage potential, as *in vivo* transplantation of ductal organoids allows some cells to adopt an endocrine fate^20^. The indefinite proliferative capacity of ductal organoids makes them an attractive potential source of endocrine, and particularly β-cells, for disease modelling and cell replacement, but for this potential to be realised we must achieve more efficient reprogramming of these cells to endocrine fate *in vitro*.

Ngn3 expression in ductal-derived cells is sufficient to turn on an array of downstream targets known to be associated with endocrine pancreas cell formation^21–23^, while co-expression of Ngn3, Pdx1 and MafA in 3D cultures of human pancreatic ducts has led to generation of β-like cells, albeit at low efficiency^22^. We have also recently seen that preventing Cdk-mediated phosphorylation of Ngn3 can potentiate endocrine differentiation in the pancreas *in vivo*^21,24^, and so post-translational modification of Ngn3 may play a role in the control of reprogramming efficiency *in vitro*. To further explore the transcription factor-mediated reprogramming capacity of mammalian pancreatic ductal cells we have investigated the transcriptional consequences of overexpressing Ngn3, Pdx1 and MafA singly, pair-wise or all together in ductal organoids. We find that all three factors are required and together are sufficient for conversion of mouse ductal organoid cells to β-like cells, while expression of only one or two of these transcription factors can induce other pancreatic hormones, but not insulin. We also find that substituting wild-type Ngn3 with a phospho-mutant version that cannot be phosphorylated by Cdks significantly enhances programming efficiency, which can be further augmented by transferring organoids to a medium lacking growth factors. Taken together, our findings demonstrate that transcription factor-mediated mammalian reprogramming of ductal organoids is a promising source of endocrine cells *in vitro*, while efficiency of β-like cell generation can be enhanced by regulating transcription factor post-translational modification and environmental cues.

## Results

### Reprogramming pancreatic organoids into distinct endocrine lineages

To define the minimum set of transcription factors required to generate insulin-positive cells and other endocrine subtypes, we investigated the effects of lentivirus-mediated, doxycycline inducible expression of Ngn3, Pdx1 and MafA singly, in pairs or all together, in mouse ductal pancreatic organoids. To distinguish cells expressing one, two or three factors, we simultaneously infected cells with three separate vectors where each vector co-expresses a distinct fluorescent protein (Fig. 1A): GFP+ cells express Ngn3 (Fig. 1B), LSS-orange+ cells express Pdx1 (Fig. 1C) and Tomato cells express MafA (Fig. 1D). In addition, a vector carrying the doxycycline inducible transactivator was also co-infected (Fig. 1A). Organoids infected with multicoloured vectors were treated with doxycycline for 8 days to activate gene expression and were then FACS sorted (Fig. 2A), allowing us to detect and isolate cells that are expressing each of the transcription factors either individually or in each possible combination (Fig. 1E). 

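For the transcriptome data, 61 libraries were sequenced, each from a pool of 50 sorted cells after 8 days of doxycycline. They covered 12 conditions: cells positive for Pdx1, for MafA or for both without the Ngn3 reporter, and cells positive for Ngn3 with Pdx1, with MafA or with both. Each of these was sorted from cultures infected with wild-type Ngn3 (WT cultures) and from cultures infected with the phospho-mutant form (6SA cultures). Uninfected cells and cells expressing Ngn3 alone were not analysed here, so cells with Pdx1 and MafA from the same cultures served as the group without Ngn3. Each condition had 2 or 3 biological replicates and each replicate had 1 to 3 technical repeats. Organoids of replicates 1 and 2 were at passage 2 and those of replicate 3 at passage 5. The authors aligned the reads to the mouse genome, assigned them to Ensembl genes and deposited the number of reads counted on each gene in each library, without normalization, for 46078 genes and 92 spike-in sequences. In the WT cultures, the total counts on genes per library ranged from 3079615 to 4548740 (median 3749033.5, 4 libraries) for Pdx1, from 3339874 to 5170179 (median 4656093, 3 libraries) for MafA and from 3265765 to 8862096 (median 5053202, 5 libraries) for Pdx1 and MafA. They ranged from 2579583 to 6995819 (median 5834299.5, 4 libraries) for Ngn3 and Pdx1, from 5013074 to 7682665 (median 6185884.5, 4 libraries) for Ngn3 and MafA and from 625650 to 6884959 (median 4653225, 6 libraries) for Ngn3, Pdx1 and MafA. Libraries were kept by the quality criteria in the methods and technical repeats were summed, which left 32 samples with 2579583 to 19461008 counts. Genes detected in at least 5 libraries with a variance of log2(CPM + 1) over 0.001 were tested, 24004 in all, where CPM is the count divided by the library size after TMM scaling and multiplied by 1e6. One quasi-likelihood model was fitted with edgeR to all 12 conditions, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The smallest level that 3 counts can show was 0.154 CPM in the deepest sample and 1.16 CPM in the shallowest, and covers counting error only.
The reprogramming factors themselves were measured first. Neurog3 (ENSMUSG00000044312, chromosome 10 of GRCm38, 62133090 to 62134763) was at 126 CPM (14.6 to 196, n = 3) in WT cells with Ngn3, Pdx1 and MafA, at 39.7 ± 32.7 CPM (SD, n = 3) with Ngn3 and Pdx1 and at 99.6 ± 98.3 CPM (SD, n = 3) with Ngn3 and MafA. It was at 0.349 ± 0.306 CPM (SD, n = 3) with Pdx1 and MafA only, a log2 fold change of 8.60 for the 3 factors (standard error 1.25, edgeR adjusted p = 0.000139). Pdx1 (ENSMUSG00000029644, chromosome 5, 147269959 to 147275848) was at 129 ± 85.7 CPM with the 3 factors and 19.3 ± 8.03 CPM with Pdx1 and MafA (SD, n = 3 each), a log2 fold change of 2.73 (standard error 0.75, edgeR adjusted p = 0.0308). Mafa (ENSMUSG00000047591, chromosome 15, 75745490 to 75748228) had no counts in the 3 WT samples with Ngn3 and Pdx1. It was at 5.22 ± 2.96 CPM with the 3 factors and 1.57 ± 2.30 CPM with Pdx1 and MafA (SD, n = 3 each), a difference that did not pass the threshold (edgeR adjusted p = 0.521). In the Pdx1 with MafA samples, Mafa had 4, 1 and 35 counts in replicates 1, 2 and 3 of the WT cultures and 8, 10 and 0 in those of the 6SA cultures. With MafA only it had 1 and 3 counts in replicates 1 and 2 of the WT cultures and 6, 7 and 12 in the 6SA cultures, and with Pdx1 only at most 1, so Mafa counts hardly separate these WT conditions. Pdx1 was at 28.6, 14.3 and 15.1 CPM in these WT samples, against 19.3 and 8.33 CPM in replicates 1 and 2 of WT cultures with MafA only, and at 36.4, 24.6 and 14.0 CPM in the 6SA cultures, against 19.2, 10.9 and 4.22 CPM with MafA only. It was thus higher in each same-numbered pair, while the ranges over replicates of Pdx1 with MafA and of MafA only overlapped in each culture. Counts per gene do not separate vector transcripts from those of the endogenous gene.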

Fifty cells of the same colour, and so expressing the same factor or factors, were pooled and subject to whole transcriptome sequencing as previously described^21^ (Fig. 1E). We first looked specifically at the expression of different pancreatic endocrine hormones to interrogate the requirement of specific transcription factor combinations for reprogramming towards different endocrine cell fates. Ngn3, when expressed alone in mouse ductal organoids, can upregulate transcripts of different hormones, including its direct target somatostatin (Sst) in the absence of ectopic Pdx1 or MafA, (Fig. 2A and^21^). However, Ngn3 alone is insufficient to activate α-cell-associated glucagon, which requires co-expression of either Ngn3 and Pdx1 or Ngn3 and MafA. 

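Glucagon (Gcg, ENSMUSG00000000394, chromosome 2 of GRCm38, 62474530 to 62483650) was counted in few of the sorted samples. With wild-type Ngn3 and MafA, replicates 1 and 2 had 0 counts and replicate 3 had 2374 counts, or 359 CPM, so that the mean of 120 CPM was smaller than its SD of 207 (n = 3). With phospho-mutant Ngn3 and MafA, the replicates had 0, 4269 and 7 counts, a mean of 148 ± 256 CPM (SD, n = 3). All of the 4269 counts came from one of the technical repeats of replicate 2, and the other had 0 among 1403177 counts. With Ngn3 and Pdx1, every sample of either Ngn3 form had 0 or 1 count of Gcg, at depths whose 3-count limit was between 0.154 and 1.16 CPM. No count was found in the 3 WT and 2 phospho-mutant samples with Ngn3, Pdx1 and MafA. Samples without Ngn3 had at most 3 counts. Between the 3 factors and Ngn3 with MafA, the difference in Gcg did not pass the threshold (edgeR adjusted p = 0.204, and 0.0821 with the replicate number as a block), and the correlation of the deviations of same-numbered replicates from their group means was 0.285.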

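Insulin 1 (Ins1, ENSMUSG00000035804, chromosome 19 of GRCm38, 52264297 to 52265476) was at 153, 39.6 and 0 CPM in replicates 1, 2 and 3 of WT cells with Ngn3, Pdx1 and MafA, from 1891, 271 and 0 counts. Replicate 3 had 6884959 counts in all, so that 3 counts would have been 0.436 CPM. In the 6SA cultures the cells with the 3 factors were at 62.5 and 8.86 CPM in replicates 1 and 2, from 922 and 102 counts. The libraries left out by the quality filter had 641 counts in WT replicate 2 and 95 and 1 in phospho-mutant replicates 2 and 3. Among the other conditions, only samples with Ngn3 and Pdx1 had any count of Ins1, at most 6 each. The mean in WT cells with the 3 factors, 64.3 ± 79.5 CPM (SD, n = 3), was at least 113-fold higher than with Ngn3 and Pdx1, at least 177-fold higher than with Ngn3 and MafA and at least 173-fold higher than with Pdx1 and MafA, taking 3 counts as the lowest level in each of those groups. The edgeR adjusted p-values were 0.145, 0.106 and 0.0119, from edgeR unadjusted p-values of 0.000465, 0.000247 and 0.000247. The last 2 comparisons thus differ only after adjustment, which depends on the p-values of the other genes tested. In a two-sided exact permutation test of log2(CPM + 1), p was 0.4 for each of the 3 comparisons, where 3 samples against 3 allow no p below 0.1. The fit with the replicate number as a block gave edgeR adjusted p-values of 0.00893, 0.00563 and 0.000422, and same-numbered replicates deviated from their group means with correlations of 0.289, 0.285 and 0.204 in the same order. The setting that moved the comparison with Ngn3 and Pdx1 most was the fit without a gene filter (edgeR adjusted p = 6.1e-11), and over all settings tried this p lay between 6.1e-11 and 1. Insulin 2 (Ins2, ENSMUSG00000000215, chromosome 7, 142678656 to 142743381) had 76, 6 and 0 counts in the WT replicates with the 3 factors, 210 and 1 in the phospho-mutant replicates and 0 in all other samples. Its difference from cells with Pdx1 and MafA was not past the threshold (edgeR adjusted p = 0.180, and 0.0931 with the block). Across the settings tried, this adjusted p lay between 0.0253 and 0.596. Ins1 and Ins2 are paralogs whose reads could be split between them in counting, so their separate levels are uncertain.

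**Figure D1:**
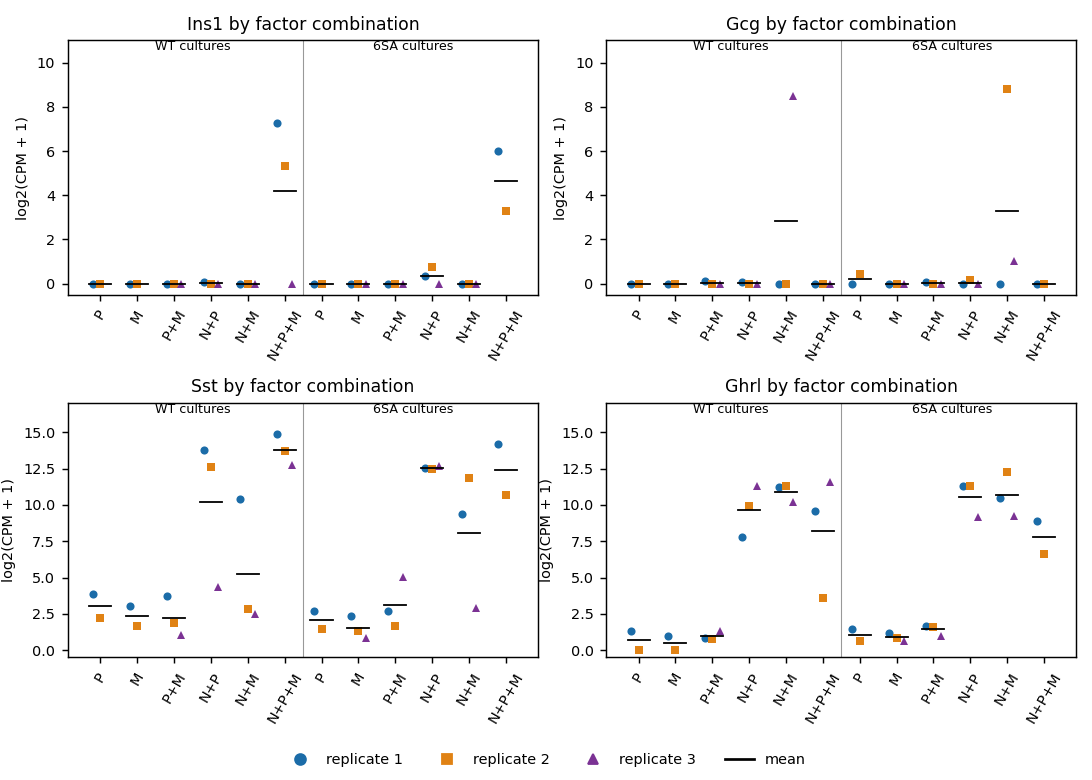
Ins1, Gcg, Sst and Ghrl as log2(CPM + 1) (y axis) by factor combination (x axis; P is Pdx1, M is MafA and N is Ngn3) in WT and 6SA cultures. Each point is 1 biological replicate with its number given by colour and shape, and the bar is the mean. Ins1 rises in replicates 1 and 2 of the 3 factors, Gcg stands out in 1 replicate of Ngn3 and MafA from each culture, Ghrl is higher in conditions with Ngn3, and Sst is higher in most samples with Ngn3 but overlaps samples without it in 3 of Ngn3 and MafA and 1 of Ngn3 and Pdx1.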

Insulin transcripts were only detected in cells co-expressing Ngn3, Pdx1 and MafA, indicating more stringent transcriptional requirements for insulin expression compared to other hormones (Fig. 2A). We then looked more closely at transcriptome-wide changes in α and β cell genes in infected organoid cells. 

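For the α and β cell genes, the mean log2(CPM + 1) over a list of 16 α-cell genes and a list of 24 β-cell genes was computed for each sample. The lists were compiled from well-known markers and are not the pools used in the paper. In the WT cultures, the β list was at 1.22 ± 0.56 (SD, n = 2) with Pdx1, 1.07 ± 0.12 (SD, n = 2) with MafA and 1.08 ± 0.52 (SD, n = 3) with Pdx1 and MafA. With Ngn3 it was at 2.63 ± 0.91 with Pdx1, 2.58 ± 0.75 with MafA and 3.76 ± 0.92 with both (SD, n = 3 each). The 2.68 difference between the 3 factors and Pdx1 with MafA had p = 0.1 in a two-sided exact permutation test, the smallest p for 3 samples against 3, and all 3 same-numbered pairs were higher. Flipping the signs of those pairs as blocks gave p = 0.25 (exact test, also its smallest p), with the correlation between same-numbered replicates at 0.204. A pseudocount of 10 in place of 1 moved this difference most, to 1.47, and one of 0.1 moved it to 3.86. The α list was at 2.03 ± 0.15 (SD, n = 2) with Pdx1, 2.27 ± 0.16 (SD, n = 2) with MafA and 2.18 ± 0.08 (SD, n = 3) with both. It was at 3.52 ± 0.69 with Ngn3 and Pdx1, 4.18 ± 0.80 with Ngn3 and MafA and 4.15 ± 0.44 with the 3 factors (SD, n = 3 each). The α list differed by 1.97 between the 3 factors and Pdx1 with MafA (exact permutation p = 0.1, two-sided), by 0.63 between the 3 factors and Ngn3 with Pdx1 (p = 0.3) and by -0.03 between the 3 factors and Ngn3 with MafA (p = 1), so the last 2 differences were about as large as the spread between replicates or smaller. Treating same-numbered replicates as blocks, p was 0.25, 0.25 and 1 in exact sign-flip tests, whose smallest p is 0.25. All 3 pairs were higher against Pdx1 with MafA and against Ngn3 with Pdx1, and 1 of 3 against Ngn3 with MafA. Gene by gene, 8 of the 23 β-cell genes that passed the filter were higher with the 3 factors than with Pdx1 and MafA and none was lower, and 12 were higher when p-values were adjusted over the list alone. Of 15 α-cell genes, 7 were higher and 1, Gc, was lower, against 8 higher and 1 lower over the list alone. With the replicate block, 11 β-cell and 7 α-cell genes were higher.

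**Figure D2:**
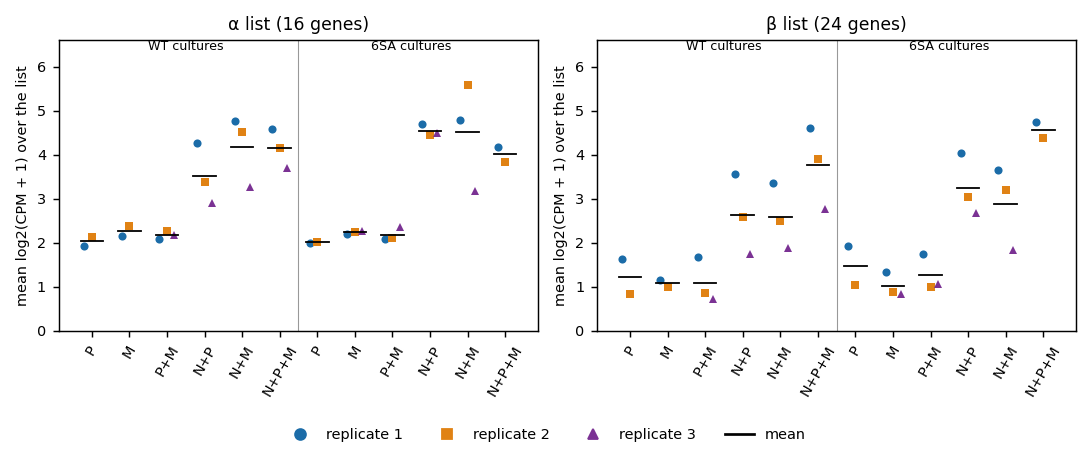
Mean log2(CPM + 1) over the α list (16 genes) and the β list (24 genes) (y axis) by factor combination (x axis; P is Pdx1, M is MafA and N is Ngn3) in WT and 6SA cultures. Each point is 1 biological replicate and the bar is the mean. In WT cultures the β list is highest with the 3 factors, at 3.76, while the α list is at 4.18 with Ngn3 and MafA and 4.15 with the 3 factors.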

Expression of Ngn3, Pdx1 and MafA, either alone or in combinations, resulted in accumulation of a set of transcripts typically expressed in α and β cells, with maximal activation when all the three transcription factors are transduced (Fig. 2B).

**Figure 1:**
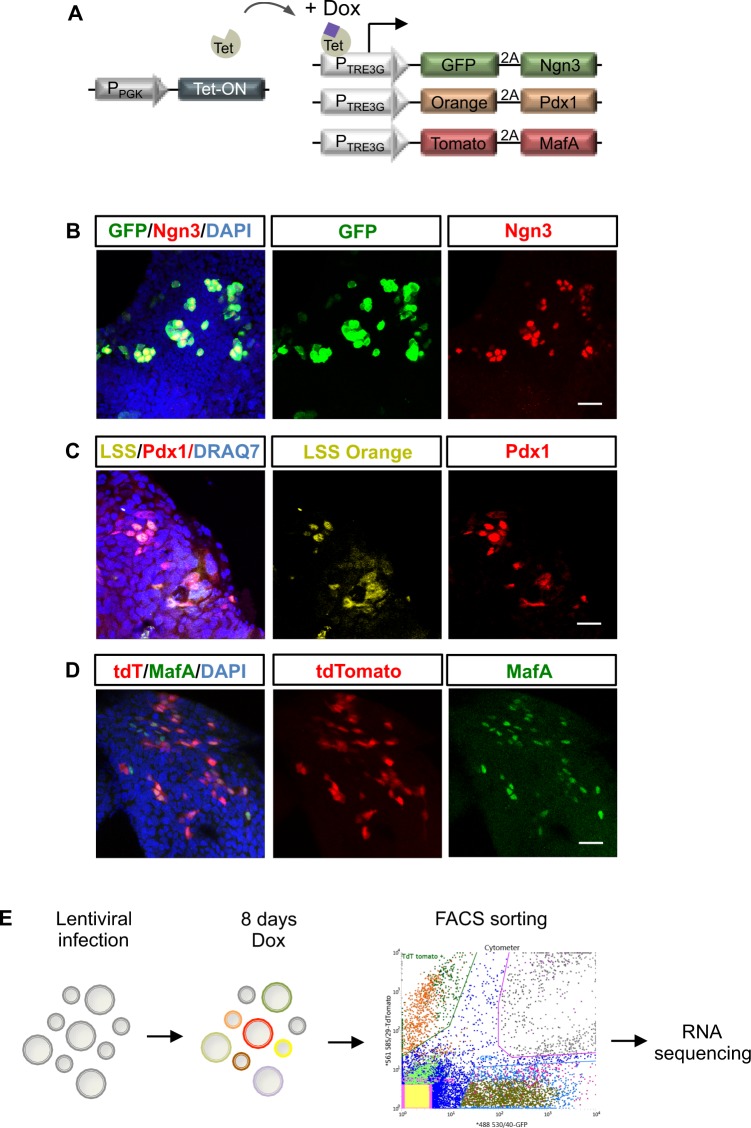
Expression of reprogramming transcription factors in pancreatic organoids infected with multiple vectors. (**A**) Schematic of the doxycycline inducible *multicolor* vector system. Immunostaining showing co-expression of GFP and Ngn3 (**B**); LSS-Orange and Pdx1 (**C**); Tomato and MafA (**D**). Nuclei are counterstained with DAPI (**B**,**D**) or DRAQ7 (**C**). Scale bar: B, C, D: 20 μm. (**E**) Experimental schematic. Pancreatic organoids were infected with viruses encoding GFP-Ngn3, LSS-Orange-Pdx1 and Tomato-MafA and expression induced with doxycycline for 8 days. Genome-wide RNA sequencing was performed on organoid cells sorted for the different fluorescent marker combinations.

**Figure 2:**
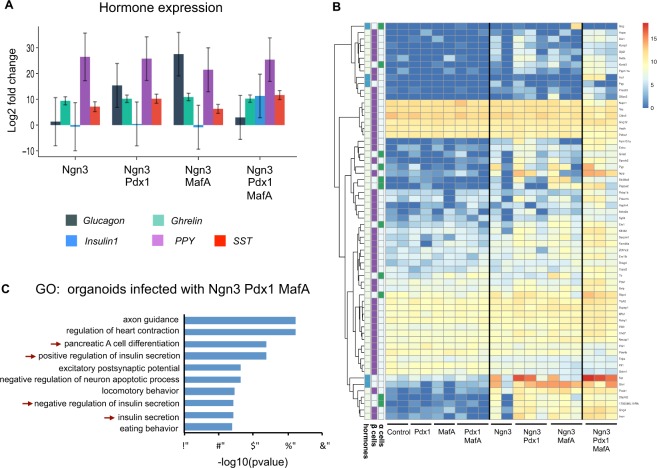
Reprogramming of pancreatic organoids into endocrine lineages. (**A**) Graph showing the log2 fold change expression of pancreatic hormones in cells expressing GFP-Ngn3 alone or in combination with Pdx1 and/or MafA, compared to control uninfected cells. Data represent average log2 fold change and error bars represent 95% confidence intervals of the mean. PPY: Pancreatic Polypeptide Y; Sst: Somatostatin. (**B**) Heatmap shows expression of α and β-cell genes^29^ that are significantly differentially regulated between control and Ngn3-Pdx1-MafA expression, alongside expression of endocrine homones. Biological replicates as indicated. (**C**) GO analysis of transcripts from pancreatic organoid cells co-infected with GFP-Ngn3, LSS-Orange-Pdx1, Tomato-MafA. Red arrows indicate gene ontology terms related to endocrine differentiation and insulin secretion.

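Between WT cells with Ngn3, Pdx1 and MafA and WT cells with Pdx1 and MafA (n = 3 each), 1167 of the 24004 genes had an edgeR adjusted p under 0.05, 595 higher and 572 lower (707 and 500 with RLE size factors). Of all genes tested, 22.4% had every replicate of one group above every replicate of the other. With 3 samples against 3, chance gives this for at most 10% of genes on average, since ties are not counted. With the replicate number as a block the count was 2392, including 1166 of the 1167, with a correlation of 0.204 between the deviations of same-numbered replicates. DESeq2, the tool the paper names, gave 2481, of which 1154 were shared. Without 1 replicate at a time, between 42 and 1427 genes were called, and leaving out replicate 2, with 42, moved the count most. The same comparison in the 6SA cultures (2 samples against 3) gave 1390 genes, 790 higher and 600 lower, and 2447 with the block, where the correlation over the 2 same-numbered pairs was -0.392. Over both cultures together there were 4279 genes, 2262 higher and 2017 lower (2627 and 1756 with RLE size factors), and 5529 with the block.
Of a list of 24 genes for endocrine differentiation and hormone secretion, 23 were among the genes higher in WT cells with the 3 factors (95.8%, against 2.39% of the other genes tested), a Fisher's exact test with an adjusted p of 1.1e-35 over the 6 lists tested (one-sided). With p-values adjusted over the list alone, and with the block, all 24 were higher (Fisher's exact test with the block, adjusted p = 5.4e-31). Their median log2 fold change was 9.35. Without replicate 2, only 24 of all genes tested were called higher, against 595 in the main fit. The overlap with the list was not tested in that fit. The 5 genes with the lowest adjusted p among those higher were Resp18, Scg3, Ptprn2, Gng4 and Neurod1. In the cells with Pdx1 and MafA no library had more than 2 counts of any of them. Resp18 (ENSMUSG00000033061, chromosome 1, 75272199 to 75278415) was at 404 ± 252 CPM (SD, n = 3) with the 3 factors, at least 1088-fold higher (edgeR adjusted p = 3.7e-06). Neurod1 (ENSMUSG00000034701, chromosome 2, 79452521 to 79456751) was at 163 ± 83.3 CPM (SD, n = 3), at least 439-fold higher (edgeR adjusted p = 8.8e-06). Scg3 was at least 516-fold, Ptprn2 at least 246-fold and Gng4 at least 837-fold higher. The 5 genes with the lowest adjusted p among those lower were Lbp, Il1rn, Dram1, Clu and Dmbt1, with log2 fold changes from -9.37 for Dmbt1 to -3.76 for Clu. Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) was at 3106 ± 1275 CPM with the 3 factors against 42053 ± 9177 CPM with Pdx1 and MafA (SD, n = 3 each, edgeR adjusted p = 4.7e-05).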

Gene ontology (GO) analysis demonstrated significant upregulation of transcripts associated with pancreatic endocrine cell differentiation and insulin secretion in organoid co-expressing Ngn3, Pdx1 and MafA (Fig. 2C). 

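Genes of axon guidance were examined with a list of 30, of which 29 passed the gene filter. In WT cells with Ngn3, Pdx1 and MafA, 1 of the 29 (3.45%, against 2.48% of the other genes tested) was higher than in WT cells with Pdx1 and MafA and none was lower (one-sided Fisher's exact test for higher genes, adjusted p = 0.776). That gene was Slit1 (ENSMUSG00000025020, chromosome 19 of GRCm38, 41600257 to 41743665), at 46.1 ± 41.1 CPM against 0.690 ± 1.07 CPM (SD, n = 3 each), a log2 fold change of 6.20 (standard error 1.80, edgeR adjusted p = 0.0441). Slit1 did not pass the threshold without replicate 1 or without replicate 2. Adjusted over the list alone, 5 genes were higher and 2 lower. With the replicate block, 6 were higher (Fisher's exact test, adjusted p = 0.00465), with the pairing check at 0.204. In the 6SA cultures 4 genes were higher and 1 lower (adjusted p = 0.0216 for higher genes), and 7 were higher with the block (adjusted p = 0.00234), where the check was -0.392 over 2 pairs. Over both cultures 13 were higher and 3 lower (adjusted p = 1.4e-06), and 15 were higher with the block (adjusted p = 6.2e-07).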

Additional GO terms that were significantly enriched included those associated with neuron behaviour. This may reflect the prominent role of Ngn3 in many aspects of the neuronal programme, some of which are shared with pancreatic endocrine cells^25,26^. It was interesting to note changes in genes associated with eating behaviour; Ngn3 is involved in specification of pro-opiomelanocortin (POMC) neurons that are known to control appetite^27^. It is not clear the extent to which pancreatic and neuronal pathways share common genes, resulting in inappropriate GO assignment of neuronal categories or whether upregulation of neural pathways represents programming of pancreatic ducts down an inappropriate neuronal trajectory.

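Pomc (ENSMUSG00000020660, chromosome 12 of GRCm38, 3954951 to 3960642) was at 8.35 ± 6.72 CPM in WT cells with Ngn3, Pdx1 and MafA and at 0.914 ± 0.216 CPM in WT cells with Pdx1 and MafA (SD, n = 3 each), from 18 to 193 and 5 to 15 counts per sample. The log2 fold change was 3.17 (standard error 1.05), which did not pass the threshold in edgeR (adjusted p = 0.0797) or with the replicate block (adjusted p = 0.0504, pairing check 0.204), while DESeq2 gave an adjusted p of 0.00167. Over all settings tried the adjusted p lay between 0.00167 and 0.550. In the other WT cells with Ngn3, Pomc was at 1.64 ± 0.33 CPM with MafA and 0.424 ± 0.599 CPM with Pdx1 (SD, n = 3 each). In the 6SA cultures it was at 7.95 ± 6.70 CPM (SD, n = 2) with the 3 factors, from 3.21 to 12.7 CPM, at 4.00 ± 0.581 CPM (SD, n = 3) with Ngn3 and MafA, 2.60 ± 2.08 CPM (SD, n = 3) with Ngn3 and Pdx1 and 0.980 ± 0.564 CPM (SD, n = 3) with Pdx1 and MafA.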

Altogether our data indicate that different transcription factor combinations strongly influence distinct endocrine hormone expression profiles when expressed in pancreatic ductal organoid cells and that only the co-expression of Ngn3, Pdx1 and MafA can drive cells down the β-cell lineage.

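Somatostatin (Sst, ENSMUSG00000004366, chromosome 16 of GRCm38, 23889573 to 23890958) was at 16996 ± 12292 CPM in WT cells with Ngn3, Pdx1 and MafA, 6693 ± 6899 CPM with Ngn3 and Pdx1, 454 ± 777 CPM with Ngn3 and MafA and 5.24 ± 5.92 CPM with Pdx1 and MafA (SD, n = 3 each). The 3 factors differed from Pdx1 and MafA by a log2 fold change of 11.63 (standard error 2.47, edgeR adjusted p = 0.00523, 0.000518 with the block), but not past the threshold from Ngn3 and Pdx1 (1.34, edgeR adjusted p = 0.869) or from Ngn3 and MafA (5.23, edgeR adjusted p = 0.302). Ghrelin (Ghrl, ENSMUSG00000064177, chromosome 6, 113716119 to 113719880) was at 1272 ± 1586 CPM with the 3 factors, 1241 ± 1192 CPM with Ngn3 and Pdx1, 2011 ± 731 CPM with Ngn3 and MafA and 0.969 ± 0.413 CPM without Ngn3 (SD, n = 3 each). Its log2 fold change between the 3 factors and Pdx1 with MafA was 10.34 (standard error 1.54, edgeR adjusted p = 0.000157, 3.3e-05 with the block), and its differences between the combinations with Ngn3 lay within the spread between replicates. Pancreatic polypeptide (Ppy, ENSMUSG00000017316, chromosome 11, 102099930 to 102101319) had at most 24 counts in any WT sample with Ngn3 and Pdx1, 1 with Ngn3 and MafA and 15 with the 3 factors. Iapp, which encodes the β-cell peptide amylin (ENSMUSG00000041681, chromosome 6, 142298423 to 142303961), was at 1043 ± 623 CPM with the 3 factors, 445 ± 464 CPM with Ngn3 and Pdx1, 25.7 ± 44.1 CPM with Ngn3 and MafA and 1.73 ± 2.56 CPM with Pdx1 and MafA (SD, n = 3 each).
Across all genes, WT cells with the 3 factors differed from those with Ngn3 and Pdx1 in 27 genes (6 higher, 21 lower) and from those with Ngn3 and MafA in 9 genes (5 higher, 4 lower) by edgeR adjusted p. These counts were 155 and 353 with the block (pairing checks 0.289 and 0.285), and 298 and 543 with DESeq2. Over all genes tested, every replicate of one group lay above every replicate of the other for 9.62% and 14.4%. Chance gives at most 10% on average, since genes with tied values at the boundary are not counted. Between phospho-mutant and wild-type cells, where 0 genes were called, the share was 4.06% with Ngn3 and Pdx1 and 4.37% with Ngn3 and MafA. A share near 10% is therefore not shown to be the chance level of these data. Leaving out each replicate in turn gave 0 to 112 and 0 to 273 genes (572 and 712 genes at an unadjusted p under 0.05 in the fits that gave 0). Against Ngn3 and Pdx1, the higher genes with the lowest adjusted p were Col6a3 (10.54 on the log2 scale), Gsdma (9.20), Scarb2 (2.53), Fkbp9 (2.49) and Gal (9.70), and the lower ones Il1rn (-5.41), Dmbt1 (-8.78), Lbp (-4.24), Lyn (-2.49) and Tlr4 (-4.72). Col6a3 had at most 1 count per library with Ngn3 and Pdx1 and was at least 138-fold higher. Gal was at 8922, 13409 and 42.5 CPM in the 3 replicates with the 3 factors and did not pass the threshold without replicate 1 or 2. Against Ngn3 and MafA, the higher genes were Gm2861, Ptn, Tagln3, Plce1 and Xpnpep2 and the lower ones included Lyn (-2.67), Lbp (-4.19) and Trf (-3.70). Gm2861 had 0 counts with Ngn3 and MafA and was at least 79.8-fold higher. The paper draws its statement on hormone profiles and the β-cell lineage from all of its transcriptome results, of which hormones and genome-wide counts are given here.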

### Ngn3 protein phosphorylation and reprogramming to endocrine fates

Previous work from our group and others has shown that the ability of Ngn3 to drive endocrine differentiation in the pancreas is restrained by its multi-site phosphorylation by cyclin-dependent kinases (Cdks)^21,24,28^. Western blotting demonstrated that wild-type Ngn3 isolated from infected ductal organoids migrates more slowly on SDS PAGE than phospho-mutant Ngn3, consistent with Ngn3 phosphorylation in organoids (Fig. 3A and Supplementary Fig. S1). We therefore set out to test whether a phospho-mutant form of Ngn3, which cannot be phosphorylated as Cdk target serine sites have been mutated to alanine (6S-A Ngn3)^21^, may be better at driving endocrine differentiation in ductal organoids, compared to wild-type Ngn3. To this end, we used our three vector system to undertake a genome-wide comparison of transcripts associated with endocrine formation in organoid cells expressing wild-type or phosphomutant Ngn3, with or without Pdx1 and/or MafA. 

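For this comparison, 35 of the libraries came from cultures infected with the phospho-mutant form, sequenced and counted in the same way as those with wild-type Ngn3. Their total counts on genes per library ranged from 4131936 to 6508303 (median 5820858, 5 libraries) for Pdx1, from 1373561 to 6595621 (median 5615653, 6 libraries) for MafA and from 3234138 to 7881654 (median 5751624.5, 6 libraries) for Pdx1 and MafA. They ranged from 2711577 to 7127208 (median 6166900, 6 libraries) for phospho-mutant Ngn3 and Pdx1, from 1403177 to 7440620 (median 5980914.5, 6 libraries) for phospho-mutant Ngn3 and MafA and from 241563 to 9736403 (median 3697948.5, 6 libraries) for the 3 factors. After the quality filter the 3-factor condition had 2 biological replicates and the other phospho-mutant conditions with Ngn3 had 3. Phospho-mutant and wild-type cells were compared within each combination and over the 3 combinations with Ngn3 together (8 samples against 9).
Across the 24004 genes, none had an edgeR adjusted p under 0.05 between phospho-mutant and wild-type Ngn3 with Pdx1 and MafA, with Pdx1, with MafA, or over the 3 combinations. At an unadjusted p under 0.05 there were 975, 614, 756 and 1421 genes. With the replicate number as a block the adjusted counts were also 0, with 1335, 772, 928 and 1827 genes at an unadjusted p under 0.05. Same-numbered replicates deviated from their group means with correlations of 0.0485 (2 pairs) with the 3 factors, 0.590 with Ngn3 and Pdx1 and 0.594 with Ngn3 and MafA. The setting that moved these counts most was the fit without a gene filter, with 169, 14, 88 and 239 genes. Cells with Pdx1 and MafA from the 2 kinds of culture, which lack the Ngn3 reporter, differed in 0 genes, with 412 at an unadjusted p under 0.05 (0 and 593 with the block, pairing check 0.570). The effect of Ngn3 over Pdx1 and MafA differed between the forms in 0 genes, with 777 at an unadjusted p under 0.05 (0 and 1043 with the block). Neurog3 itself differed by 0.62 on the log2 scale over the 3 combinations (standard error 0.51, edgeR adjusted p = 0.974, 0.663 with the block). No hormone gene differed over the 3 combinations, with edgeR adjusted p-values of 0.960 or more.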

In particular, we focused on gene sets associated with α- and β-cell identity that have been recently identified through single cell analysis of mouse pancreatic islets^29^.

**Figure 3:**
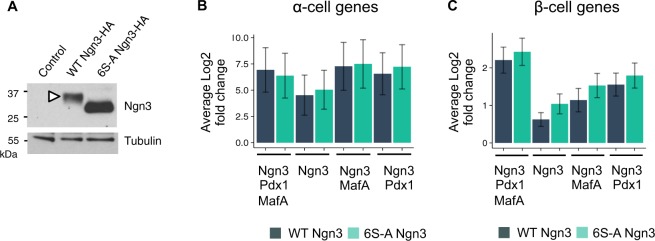
Ngn3 protein phosphorylation and endocrine reprogramming. (**A**) Western blot showing expression and phosphorylation of HA-tagged Ngn3 in pancreatic organoids. Tubulin is used as loading control. Full length western blots are provided in Supplementary Fig. S1A and S1B. (**B**,**C**) Expression of pools of 26 α-cell-enriched genes (**B**) and 151 β-cell enriched genes (**C**) in pancreatic organoids infected with multiple coloured vectors expressing combinations of Ngn3, Pdx1 and MafA, as labelled (graph bars represent pools of 26 α-cell genes and 151 β-cell genes, described in Dataset_S02 and Dataset_S03 of Supporting Information in Xin *et al*., PNAS 2016^29^). Data represent average log2 fold change and error bars represent 95% confidence intervals of the mean.

Transcriptome-wide analysis revealed that wild-type Ngn3 expression alone is sufficient to enhance expression of a set of α-cell genes identified in^29^ (Fig. 3B), even though we had previously seen that it was insufficient to upregulate glucagon, the hormone associated with α-cell identity (Fig. 2A). α-cell transcripts induced by Ngn3 are not significantly augmented by addition of Pdx1, MafA or both together. Moreover, no difference in α-gene expression was observed when phospho-mutant Ngn3 was substituted for WT Ngn3. 

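The mean log2(CPM + 1) over the α list was 0.41 higher with phospho-mutant than with wild-type Ngn3 over the 3 combinations, a difference smaller than the 0.69 spread between replicates (two-sided exact permutation test within combinations, p = 0.236, smallest p 0.00025, 8 samples against 9). It was higher in 5 of the 8 same-numbered pairs, and with these pairs as blocks the difference was 0.34 (exact sign-flip test, p = 0.266, smallest p 0.00781), although pairs with the same number are not independent. Leaving out 1 replicate at a time gave differences from 0.27 to 0.55. Within the combinations, the difference was -0.14 with Pdx1 and MafA (p = 0.8, 2 samples against 3, and -0.36 over the 2 same-numbered pairs), 1.03 with Pdx1 (p = 0.1, 3 against 3) and 0.34 with MafA (p = 0.7, 3 against 3) in exact permutation tests whose smallest p is 0.1. The difference with Pdx1 was larger than its spread between replicates, 0.49, and all 3 same-numbered pairs were higher (exact sign-flip test, p = 0.25, its smallest p). Phospho-mutant cells were at 4.01 ± 0.24 (SD, n = 2) with the 3 factors, 4.55 ± 0.13 (SD, n = 3) with Ngn3 and Pdx1 and 4.51 ± 1.22 (SD, n = 3) with Ngn3 and MafA. Of the 15 α-list genes tested, none had an edgeR adjusted p under 0.05, also when adjusted over the list alone.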

We next investigated upregulation of a pool of transcripts associated with β-cell identity^29^ in the presence of wild-type or phospho-mutant Ngn3. Wild-type Ngn3 expression upregulated β-cell genes on its own and in combination with Pdx1 or MafA, but consistent with the requirement for all three transcription factors to drive insulin expression, all three are required for the greatest up-regulation of β-cell-associated transcripts (Fig. 3C). 

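The β list in WT cells with Ngn3, Pdx1 and MafA was 1.13 higher than with Ngn3 and Pdx1 and 1.19 higher than with Ngn3 and MafA on the log2 scale. Each difference was somewhat larger than the pooled SD between replicates, 0.91 and 0.84, and each had p = 0.2 in a two-sided exact permutation test, where 3 samples against 3 allow no p below 0.1. All 3 same-numbered pairs were higher in both comparisons (exact sign-flip test with the pairs as blocks, p = 0.25, its smallest p), and the pairing checks were 0.289 and 0.285. With each replicate left out in turn, the differences stayed between 1.04 and 1.20 and between 1.08 and 1.32. Over the wild-type and phospho-mutant forms together (5 samples against 6), the differences were 1.22 (p = 0.03) and 1.43 (p = 0.025) in exact permutation tests within each form. With the pairs as blocks they were 1.08 and 1.16, higher in 5 of 5 pairs (p = 0.0625 each, the smallest p of that exact test). Both tests treat same-numbered samples of the 2 forms as independent, though there are only 3 replicate numbers, so these p-values may be too small. Phospho-mutant cells with the 3 factors also lack replicate 3, which raises the unpaired differences. That replicate had the lowest β score in 5 of the 5 conditions with Ngn3 and 3 replicates. None of the 23 β-list genes tested differed between the 3 factors and either pair of factors by edgeR adjusted p. Over the list alone, 1 was higher than with Ngn3 and Pdx1 and 2 than with Ngn3 and MafA, and with the block 1 and 3 were higher.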

When phospho-mutant Ngn3 was substituted for wild-type Ngn3, we noted that there was a trend towards higher expression of β-cell enriched genes under all conditions (Fig. 3C). However, as statistical significance was not reached, it was not clear whether this represented a subtle but genuine enhanced function of phospho-mutant Ngn3 in activation of β-cell targets compared to the wild-type protein or not.

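Over the 3 combinations with Ngn3, the mean log2(CPM + 1) of the β list was 0.57 higher with the phospho-mutant than with the wild-type form, less than the 0.78 spread between replicates (two-sided exact permutation test within combinations, p = 0.145, 8 samples against 9). It was higher in 7 of 8 same-numbered pairs. Leaving out 1 replicate at a time gave differences from 0.37 to 0.66. The median over the list in place of the mean gave 1.01 (same permutation test, p = 0.0925). With the pairs as blocks the difference was 0.41 and an exact sign-flip test gave p = 0.0156, so this result passed the threshold only with the block, for which the pairing checks were 0.0485 with the 3 factors (2 pairs), 0.590 with Ngn3 and Pdx1 and 0.594 with Ngn3 and MafA. The 8 pairs carry only 3 replicate numbers, and combinations with the same number are not independent, so the sign-flip p is too small. With 3 independent pairs no p below 0.25 could be reached. The permutation test also treats these samples as independent and ignores the pairing, and the resulting error in its p was not estimated. The differences were 0.79 with the 3 factors (p = 0.4, and 0.30 over the 2 same-numbered pairs, since phospho-mutant replicate 3 is missing), 0.61 with Ngn3 and Pdx1 (p = 0.4) and 0.31 with Ngn3 and MafA (p = 0.8) in exact permutation tests whose smallest p is 0.1. The phospho-mutant samples were at 4.56 ± 0.26 (SD, n = 2), 3.24 ± 0.71 (SD, n = 3) and 2.89 ± 0.95 (SD, n = 3) in these conditions. Cells with Pdx1 and MafA from the 2 kinds of culture, without the Ngn3 reporter, differed by 0.18, with all 3 pairs higher in the 6SA cultures (exact permutation p = 0.5). Of the 23 β-list genes tested, 18 had a positive log2 fold change over the combinations, with a median of 0.67, and none passed the threshold in edgeR. For these pooled transcriptomes, the paper states a trend without significance and leaves open whether the phospho-mutant form acts more strongly on β-cell targets. With its multicistronic vectors, which were not analysed here, it reports more insulin-positive cells by staining with the phospho-mutant form.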

Our three-vector system can be used to sort cells expressing different combinations of transcription factors, but it cannot ensure that all factors are equally expressed in all the 50 pooled cells used for transcriptome analysis. This could lead to unhelpful cell to cell variations in amounts of different vectors, which could be masking real effects that might be observed if reprogramming factors were expressed at equal levels. 

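The pools differed in the amount of factor transcripts. Neurog3 lay between 14.6 and 196 CPM in the 3 WT samples with Ngn3, Pdx1 and MafA, between 7.87 and 73.2 CPM with Ngn3 and Pdx1 and between 32.7 and 212 CPM with Ngn3 and MafA. In the phospho-mutant samples it lay between 163 and 329 CPM with the 3 factors (2 samples), between 34.9 and 226 CPM with Ngn3 and Pdx1 and between 24.9 and 133 CPM with Ngn3 and MafA. Pdx1 lay between 30.8 and 191 CPM in WT samples with the 3 factors and between 134 and 150 CPM in the phospho-mutant samples, and Mafa between 3.46 and 8.63 CPM and between 3.87 and 12.7 CPM. With Ngn3 and Pdx1, Pdx1 lay between 9.84 and 36.8 CPM in WT samples and between 21.8 and 48.4 CPM in phospho-mutant samples. Comparisons of the 3 factors with Ngn3 and Pdx1 therefore do not separate MafA from the amount of Pdx1 transcript, whose counts include the endogenous gene. The lowest of these Neurog3 and Pdx1 values with the 3 factors were both in WT replicate 3. Each value is the mean of a pool, so the variation between cells within a pool was not measured.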

As maximal expression of β-cell transcripts was achieved by co-expression of Ngn3, Pdx1 and MafA, we then moved to a multi-cistronic vector system where wild-type or phospho-mutant Ngn3 were co-expressed as a single transcript, but where genes are separated by a 2A peptide sequence allowing cleavage into individual proteins during translation, alongside GFP to act as a tracer of infected cells (Fig. 4A)^30^. Antibody staining for Ngn3, Pdx1 and MafA showed that all 3 proteins were efficiently expressed in GFP positive cells when using this system (Fig. 4B–D).

**Figure 4:**
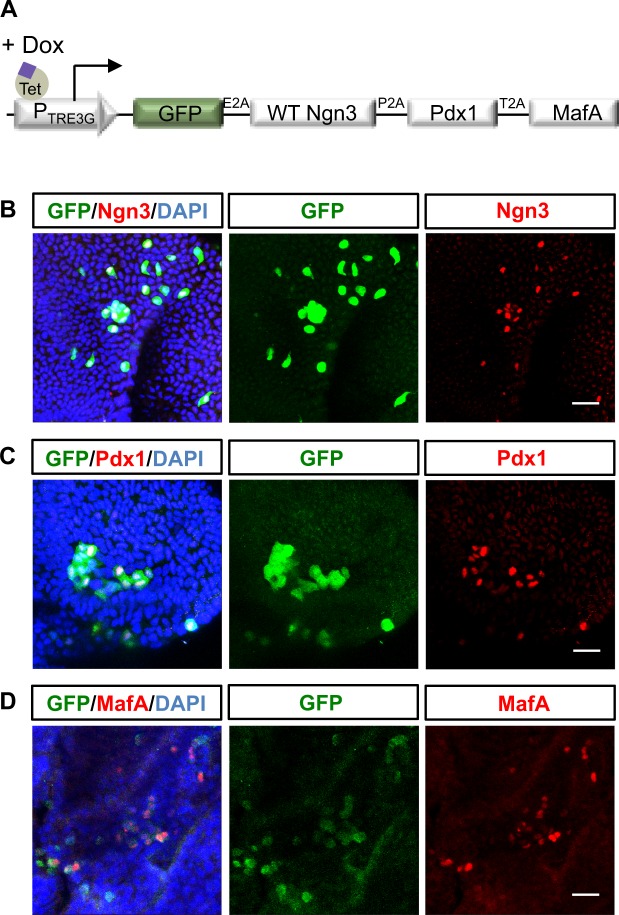
Expression of reprogramming transcription factors in pancreatic organoids infected with a multicistronic vector. (**A**) Scheme of the *multicistronic* vector system. E2A, P2A and T2A are cleavage peptides. (**B**–**D**) Immunostaining showing co-expression of GFP and Ngn3 (**B**), Pdx1 (**C**) or MafA (**D**). Nuclei are counterstained with DAPI, Scale bar: 20 μm.

### Un(der)phosphorylated Ngn3 enhances β-like cell conversion efficiency

Using our multi-cistronic vector system, we next compared the efficiency of reprogramming to insulin-expressing β-like cells 8 days after induction of either wild-type or phospho-mutant Ngn3 alongside Pdx1, MafA and GFP as a tracer (Fig. 5A). To detect reprogramming of individual cells, we performed insulin immunostaining of infected cells. WT Ngn3/Pdx1/MafA expression resulted in 7 ± 4.5% of infected cells expressing sufficient insulin to be detected by antibody staining, while substituting phospho-mutant Ngn3 increased reprogramming efficiency to 28.3 ± 5.6% (Fig. 5B–D), an almost 4-fold increase in insulin-positive cells. Thus, preventing phosphorylation of Ngn3 on serine-proline cdk target sites significantly enhances its ability to drive reprogramming of pancreatic ductal organoid cells to insulin expressing β-like cells.

**Figure 5:**
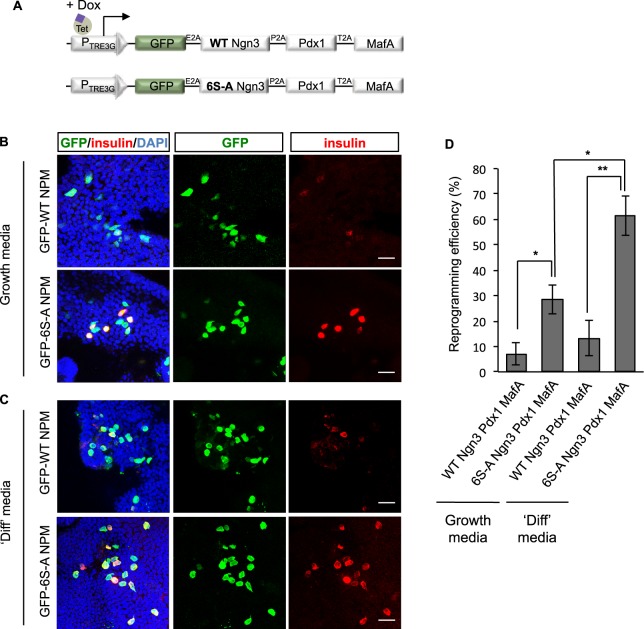
Un(der)phosphorylated Ngn3 enhances conversion to β-like cells. (**A**) Schematic of the multicistronic vectors expressing wild-type Ngn3 or phosphomutant (6S-A) Ngn3. (**B**–**D**) Analysis of cell fate conversion. Insulin expression 8 days after doxycycline induction of WT or 6S-A Ngn3-Pdx1-MafA (NPM) in either growth media (**B**) or differentiation (‘diff’) media, (**C**). (**D**) Efficiency of conversion to insulin positive β-like cells under conditions as labelled, expressed as the percentage of insulin+ cells over GFP+ infected cells. Data represent mean ± sem n = 3 *p < 0.05, **p < 0.01. Scale bars: 20 μm.

Removal of growth factors inhibits cell proliferation and enhances endocrine differentiation of pancreatic progenitors^31^. This may act mechanistically by inhibiting cdk-dependent phosphorylation of Ngn3^21,28^ and/or via additional mechanisms that potentiate differentiation. We next tested whether growth factor removal is able to further enhance insulin expression. We found that transferring organoids into a medium promoting differentiation (without EGF and R-Spondin and with the addition of the Wnt inhibitor, IWP-2) for the last two days of culture, resulted in an approximate doubling of the percentage of insulin-expressing cells (Fig. 5C,D). In particular, in the presence of phospho-mutant Ngn3, the percentage of insulin-positive cells rises to 61.7 ± 18.8% (Fig. 5D). This further augmentation of insulin positive cells by replacing WT Ngn3 with a phosphomutant form of the protein indicates that growth factor withdrawal has additional roles in enhancing endocrine differentiation beyond control of cdk-dependent phosphorylation of Ngn3. This rate of conversion of *in vitro* expanded ductal cells to β-like insulin-expressing cells is, to our knowledge, one the highest rates of conversion, if compared for example with previous reprogramming of human 3D ductal culture that reached an efficiency of approximately 7–11%^22^.

### Analysis of hormone co-expression in induced β-like cells

Mature pancreatic endocrine α-, β- and δ-cells typically express either glucagon, insulin or somatostatin alone, while expression of more than one hormone is a characteristic of immature endocrine cells^32–34^. Moreover, a frequent outcome in embryonic stem cell mediated reprogramming protocols to generate β-cells is that cells co-express multiple hormones^35–37^. Our genome-wide transcriptomic analysis indicates that several pancreatic hormones are expressed by reprogrammed ductal cells, but pooling of 50 cells for transcriptome analysis precludes identifying whether individual cells express multiple hormones. To determine whether transcription factor-mediated reprogramming generated cells that express insulin alone or in combination with other hormones, we took organoids expressing phospho-mutant Ngn3, Pdx1 and MafA with GFP from our multi-cistronic vector 8 days post induction and stained for insulin alongside Glucagon, Ghrelin, Pancreatic polypeptide-Y (PPY) and Sst (Fig. 6), using antibodies validated for hormone detection in pancreatic islets (Fig. 6D–F).

**Figure 6:**
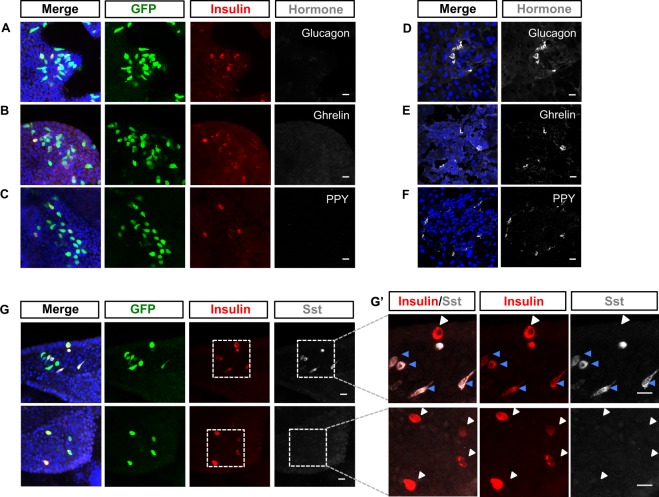
Co-localization of insulin with other hormones in reprogrammed endocrine cells. (**A**–**C**) Pancreatic organoids were infected with the multicistronic vector expressing GFP-6S-ANgn3-Pdx1-MafA. Immunostaining for insulin (red) and Glucagon, Ghrelin, or PPY (grey) was undertaken 8 days after doxycycline treatment. Hormone expression in pancreatic islets is used as a positive control for immunostaining in organoids (**D**–**F**, as labelled). (**G**) Immunostaining for both insulin (red) and Somatostatin (grey) in pancreatic organoids infected with multicistronic vectors as in A–C. **(G’**) Magnification of images in G, to illustrate both Sst/insulin and monohormonal insulin expressing cells (insulin, red, and somatostatin, grey). White arrows show monohormonal insulin positive cells and blue arrows indicate multi-hormonal insulin and Sst positive cells. Nuclei in A–G are counterstained with DAPI. Scale bars: 20 μm.

Confirming our transcriptome analyses (Fig. 2A), insulin was clearly detected in cells expressing mutant Ngn3, Pdx1 and MafA (Fig. 6). However, we did not observe any insulin+ cells that co-express Glucagon, Ghrelin or PPY (Fig. 6A–C and Supplementary Fig. S2A–C). We also co-stained for insulin alongside Sst and found that 33.5 ± 5.9% of cells co-expressed the two hormones (blue arrows in Fig. 6G-G’ and Supplementary Fig. S2D,E). However, the majority of the reprogrammed endocrine cells were mono-hormonal for insulin (white arrows in Fig. 6G-G’ and Supplementary Fig. S2E), thus resembling more mature β-cells.

Since mixed hormone identity of *in vitro* generated endocrine cells would limit the use of such cells therapeutically, we asked whether we could reduce or eliminate Sst co-expression by further promoting organoid differentiation. We therefore quantified hormone co-localization after transferring organoids into the differentiation medium described above (Fig. 5C,D) for the final two days of culture, but found a similar proportion of insulin and Sst co-positive cells (41.4 ± 5.1%) as when organoids were maintained in growing conditions (33.5 ± 5.9%) (Fig. 7A–C). We reasoned that continued expression of Ngn3 that is a direct activator of the *Sst* gene might lead to sustained Sst expression. Therefore, we removed doxycycline from the differentiation media to downregulate the expression of the reprogramming transcription factors for the last two days of culture and observed the percentage of insulin and Sst co-expressing cells dropping from 41.4 ± 5.1% to 12.9 ± 0.32% (Fig. 7B,C).

**Figure 7:**
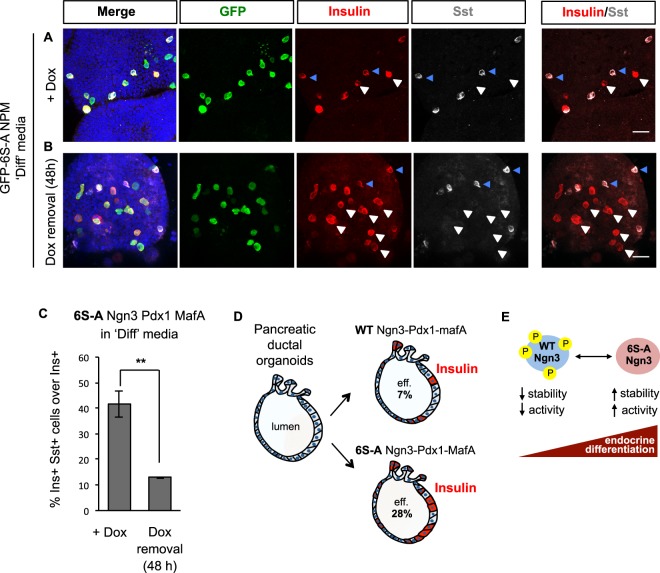
Co-expression of insulin and somatostatin in reprogrammed pancreatic organoid cells in conditions promoting differentiation. (**A**,**B**) Representative images of pancreatic organoids infected with multicistronic vectors expressing GFP-6S-ANgn3-Pdx1-MafA (NPM), transferred to differentiation medium for the last two days of culture, with (**A**) or without (**B**) doxycycline. Cells are immunostained for insulin (red) and somatostatin (Sst, grey). White arrows show mono-hormonal insulin positive cells and blue arrows indicate multi-hormonal insulin and Sst positive cells. Nuclei are counterstained with DAPI. Scale bars: 20 μm. (**C**) Graph showing quantification of the percentage of insulin + cells that also co-express Sst. Data represent mean ± sem n = 3 **p < 0.01. (**D**) Schematic summarizing major findings. Pancreatic ductal organoids infected with Ngn3, Pdx1 and MafA generate insulin positive cells at low efficiency (eff.). Substitution of wild type (WT) with phosphomutant (6S-A) Ngn3 enhances reprogramming efficiency. (**E**) Model of phosphorylation-mediated regulation of Ngn3. Inhibition of Ngn3 phosphorylation increases protein stability and Ngn3 activity and enhances differentiation of endocrine cells^21,28,39^.

Altogether, our results show that pancreatic organoids can be reprogrammed into β-like cells with high conversion efficiency, through the concerted regulation of Ngn3 activity and environmental cues.

## Discussion

*In vitro* generation of β-cells for replacement therapies in diabetes could improve the quality of life of millions of people and massively reduce the burden of its long-term complications. Several laboratories have developed protocols to differentiate *in vitro* human embryonic stem cells down the β-cell lineage. While some of the most recent protocols achieve functional maturation of β-cells, reproducibility and scalability are still major issues when bringing this into the clinic, as is generation of cells with a mono-hormonal identity^4,13,15,35–37^.

Another potential source of β-cells comes from the trans-differentiation of other cell types, most notably cells of the exocrine pancreas. Adenoviral delivery of Ngn3, Pdx1 and MafA *in vivo* has been shown to reprogram acinar cells and other cells of the gastrointestinal tract into β-like cells that can ameliorate hyperglycaemia in an experimental animal model of diabetes^8,9,12^. Endocrine cells arise during development by delamination from the emerging ducts^17,18^ and so ducts might offer a potentially more physiologically relevant source of cells for efficient reprogramming to β-cells. Indeed, recent new methods have been developed to isolate and grow pancreatic ducts in 3D culture^20,38^, fuelling interest in the reprogramming capacity of these cells. Here we have interrogated the reprogramming capacity of mouse ductal organoids in response to transcriptional regulators that control endocrine cell developmental and mature β-cell function, with the aim of promoting generation of insulin-expressing cells.

Using lentiviral-mediated overexpression, we see that expression of the developmental transcription factor Ngn3 induces pancreatic hormone expression in ductal organoids cells, but the addition of Pdx1 and MafA is required specifically for insulin expression. Consistent with previous studies however^22^, wild-type Ngn3, Pdx1 and MafA co-expression results in only a small percentage of reprogrammed cells expressing insulin. Here we show that preventing Ngn3 phosphorylation at cdk targeted sites results in an almost 4-fold increase in fate reprogramming (Fig. 7D). Indeed, the percentage of cells expressing insulin we achieved is considerably higher than what was observed in other similar reprogramming contexts^22^, indicating that manipulating phosphorylation of Ngn3 may be a useful way to enhance β-cell reprogramming protocols. The enhanced ability of phosphomutant Ngn3, in combination with MafA and Pdx1, to promote β-cell gene expression is likely to be due at least in part to increased stability and DNA binding^21,28^. Phosphorylation of Ngn3 on Serine-Proline sites has been previously shown *in vivo* to be required for recruitment of E3 ubiquitin ligases leading to protein degradation^39^, while chromatin association of a number of transcription factors has been shown to be regulated by multisite phosphorylation^40,41^ (Fig. 7E).

As Ngn3 is known to be targeted by cdks^21,28^, we reasoned that removing growth factors from culture medium may potentiate Ngn3 function by inhibiting the cell cycle resulting in dephopshorylation of Ngn3. However, it is of note that we observed an additional doubling of insulin-expressing cells after growth factor withdrawal in the presence of phospho-mutant Ngn3. This indicates that growth factors suppress insulin expression by additional mechanisms as well as promoting phosphorylation of Ngn3 protein and thereby restricting its ability to drive the differentiation programme. Thus, the incorporation of phosphomutant Ngn3 and/or cdk inhibitors alongside further manipulation of the growth factor environment could be explored to further increase efficiency of β-cell generation in other *in vitro* reprogramming protocols^28,31,42^.

β-like cells we generated from directed reprogramming of organoids displayed a transcriptome-wide profile consistent with β-cell identity and expressed insulin. However, how closely they resemble mature adult β-cells will need to be explored more fully; our attempts to measure glucose-simulated insulin secretion were inconclusive, as these small-scale organoid studies did not provide a large enough number of cells for reliable analysis by standard methods^43^. β-like cells generated at low efficiency from human ductal 3D cultures show evidence of insulin storage and secretion^22^, and this indicates that enhancing reprogramming by inhibiting phosphorylation of Ngn3 and removal of growth factors may more efficiently generate functional β-cells. Assessing glucose responsiveness will be a crucial next step for determining whether β-like cells generated form ductal organoids are functional.

Normal β-cells are mono-hormonal, while multi-hormone expression has been observed in diseased state^44^ and in other programming/reprogramming regimes^35–37^ and is likely to be detrimental for endocrine cell function. Here we show that (please make mono-hormonality lower-case) Mono-hormonality of endocrine cells generated in organoids is significantly improved by downregulating the expression of reprogramming factors for the last two days of organoid culture (Fig. 7C,D). Therefore, both the nature and timing of expression of reprogramming factors clearly influences the efficiency of generation of hormone-expressing cells in pancreatic organoids as well as mono/poly-hormonal identity.

The best reprogramming strategy should activate an endogenous transcription factor network capable of maintaining the new cell identity, even when the exogenous reprogramming transcription factors are removed. While a stable new β-cell state has been achieved from conversion of acinar cells^8^, intestinal cells, in a similar setting, fail to maintain insulin expression upon removal of the exogenous factors^12^. Therefore, future studies will need to address genetic and epigenetic events that lock cells into their specific cell identity.

The work described above has exploited a mechanistic understanding of Ngn3 post-translational regulation gained from our previous studies of endocrine pancreatic development in the embryo. It illustrates well how understanding the basic mechanisms underlying normal cell and tissue development can be exploited to enhance cellular reprogramming for regenerative applications.

## Materials and Methods

### Pancreatic organoid culture

Pancreatic organoids were derived and cultured as previously described^20,45,46^. Briefly, adult pancreatic tissue was digested for 45–60 minutes at 37 °C with the collagenase/dispase dissociation Medium (1% in DMEM media (Gibco), supplemented with 1% FBS (Gibco) and Collagenase type XI 0.012% (w/v) (Sigma), dispase 0.012% (w/v) (Gibco)). Single ducts were manually picked and seeded in Matrigel (BD Bioscience). Ducts were cultured in AdDMEM/F12 (Invitrogen) supplemented with N2 and B27 (Lifesciences), 1.25 mM N-Acetylcysteine (Sigma), 10 nM gastrin (Sigma) and the growth factors: 50 ng/ml EGF (Peprotech), 5% RSPO1-conditioned media, 5% Noggin-conditioned media (in-house prepared), 100 ng/ml FGF10 (Peprotech) and 10 mM Nicotinamide (Sigma). Differentiation medium consisted in removal of EGF, RSPO1-conditioned media and addition of the Wnt Inhibitor IWP-2 (0,25 μM, Stemgent^47^) for the last 2 days of induction, with or without doxycycline, as indicated.

### Plasmid vectors

The coding sequences for mouse Ngn3, Pdx1 and MafA (Addgene: #19412) were cloned into pWPT-eGFP-E2A (for Ngn3), pWPT-LSSmOrange-E2A (for Pdx1) and pWPT-dTomato-E2A (for MafA) and subcloned in the doxycycline inducible lentivirus pLVX_TRE3G vector (Clontech). Ngn3, Pdx1 and MafA were cloned in the multicistronic vector pWPT-eGFP-Poly3TF and subcloned in the lentivirus pLVX_TRE3G vector (Clontech). The doxycycline inducible Tet-On® 3G transactivator (Clontech) was cloned under PGK (phosphoglycerate kinase) promoter. Multicolor and multicistronic lentiviral backbone vectors were kind gift from Dr. Cedric Ghevaert and Dr. Thomas Moreau^30^. Phosphomutant Ngn3 was prepared by site directed mutagenesis (QuickChange II Site-Directed Mutagenesis Kit, Stratagene) on serines S14, S38, S160, S174, S183 and S199, as described in^21^.

### Pancreatic organoid infection

Pancreatic organoids infection was performed as described in^21^. Viruses were produced in HEK293T cells and used at multiplicity of infection of 10 for the transgene or 20 for the transctivator Tet-On® 3G. Organoids were dissociated into small clusters, incubated with culture media containing the viruses, 8 μg/ml polybrene (Sigma), 10 μM ROCKi (Sigma) and span for 1 h at 300 × G at room temperature. After the spin, infected organoids were incubated in a cell culture incubator at 37 °C for 5–6 hours before plating in matrigel with fresh media supplemented with ROCKi.

### RNA sequencing of infected pancreatic organoids

Pancreatic organoids were infected with multicolour vectors and treated with doxycycline (1 μg/μl) for 8 days. Organoids were then dissociated into single cells and pools of 50 cells for each colour combination were FACS sorted and collected into a 96 well plate containing lysis buffer. Library preparation for RNA sequencing was performed with Illumina Nextera XT DNA preparation kit, following the protocol for single cell RNA sequencing described in^48,49^. Pooled libraries were sequenced using the Illumina HiSeq 4000 system (single-end 50 bp reads).

### Western Blotting

Pancreatic organoids were infected with GFP-WT-Ngn3-HA or GFP-6S-A-Ngn3-HA and treated with doxycycline (1 μg/μl) for 2 days. Infected GFP+ cells were FACS sorted and lysed in RIPA-like lysis buffer (50 mM Tris-HCl, pH 8; 150 mM NaCl; 0.5% NP40 Igepal; 10% Glycerol, supplemented with protease and phosphatase inhibitor cocktails (Roche; Calbiochem)). Proteins were separated on SDS-PAGE and immmunoblotted for rat anti-HA-Peroxidase (1:1000; Roche) and mouse anti-tubulin (1:1000, Sigma).

### Immunochemistry

Pancreatic organoids were extracted from Matrigel with Cell Recovery solution (Sigma), fixed in 4% paraformaldehyde (PFA) for 20 minutes at 4 °C and immunochemistry performed in suspension. Primary antibodies: insulin (guinea pig, 1:200, Abcam ab7842), glucagon (mouse, 1:200, Abcam ab10988), Somatostatin (rabbit, 1:200, Dako A0566), PPY (goat, 1:200, Abcam ab77192), ghrelin (rat, 1:50, R&D System MAB8200-SP), GFP (chicken, 1:600, Abcam ab13970), dsRed (mouse, 1:100, Clontech 632393), Ngn3 (goat, 1:100 Santa Cruz sc-13793, discontinued), Pdx1 (guinea pig, 1:200, Abcam ab47308); MafA (rabbit, 1:200, Cambridge Bioscience IHC-00352). MafA required Antigen retrieval for 10 minutes at 90 C in citrate pH6 prior to primary antibody incubation.

### Bioinformatic analysis of RNA sequencing

Read alignment was performed using G-SNAP 30 and mapped reads were assigned to Ensembl genes (release 81) by HTSeq. Poor quality samples were identified by three metrics: (1) the proportion of reads aligned to spike ins, (2) number of endogenous reads and (3) number of features with read more than zero. Cells were filtered with (1) <25% reads aligned to spike ins, (2) >1000000 endogenous reads and (3) >10000 detected features. We only considered genes that were detected in at least five samples (including technical and biological repeats), with variance >1e-3. 

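Of the 61 libraries analysed here, 58 met all of these criteria. The share of counts on spike-ins was at most 0.396% and between 12201 and 18794 genes were detected, so all libraries met the limits on spike-ins and features. The 3 that failed had fewer endogenous counts than required, 241563 and 408733 in a technical repeat of replicate 2 and the only library of replicate 3 of phospho-mutant Ngn3, Pdx1 and MafA, and 625650 in a technical repeat of replicate 2 of wild-type Ngn3, Pdx1 and MafA. The median Spearman correlation across genes, which are not independent, was 0.925 over 35 pairs of technical repeats and 0.893 over 82 pairs of biological replicates of one condition. No libraries held identical values, and the technical repeats of each of the 17 samples that had them differed by more than sampling noise.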

Based on this, five samples were not considered for downstream analysis. Technical repeats were merged and DESeq 2 package version 1.20 with betaPrior = F and no further shrinkage of log2 fold changes was used for differential expression analysis^50^. Heatmap shows log expression values after size factor normalisation.

## Electronic supplementary material

Supplementary Information

## Data Availability

All sequencing data are deposited in GEO: GSE114838. All data generated or analysed during this study are included in this article and its supplementary material.

How the deposited data were processed for this re-analysis (not part of the article)

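The data were RNA sequencing libraries of 50-cell pools of mouse pancreatic ductal organoid cells, sorted by the fluorescent reporters of the vectors after 8 days of doxycycline. There were 61 libraries in 12 conditions: Pdx1, MafA, Pdx1 with MafA, Ngn3 with Pdx1, Ngn3 with MafA, and Ngn3 with Pdx1 and MafA, each from WT and 6SA cultures. The authors aligned single-end reads with GSNAP, assigned them to Ensembl genes with HTSeq and deposited the counts per gene and library, without normalization and with technical repeats separate. The deposited table held 46078 genes, 45143 of which were matched to a symbol, and 92 spike-in sequences. Gene positions are from an annotation of GRCm38, the genome build of the Ensembl release named in the methods. The paper's text does not say whether the counting used strand, so genes that overlap others are uncertain. Uninfected cells, cells expressing Ngn3 alone and the multicistronic vectors were not analysed here, and Pdx1 with MafA cells of the same cultures took the place of a control without Ngn3.

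The quality criteria were those of the methods: under 25% of counts on spike-ins, over 1000000 endogenous counts and over 10000 detected genes. They kept 58 libraries, and 3 were left out for their endogenous counts. Totals on genes ranged from 241563 to 9736403 per library (median 5589867) and, after technical repeats were summed, from 2579583 to 19461008 per sample (median 8490758.5) in 32 samples. The level that 3 counts can show in each sample was taken as its limit of detection. Reads amplified by PCR are not independent molecules, so this limit covers counting error only. Genes were tested when detected in at least 5 libraries with a variance above 0.001, limits that the methods state without the scale of the variance. It was taken here on log2(CPM + 1), which left 24004 genes.

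Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, a trended dispersion, the quasi-likelihood fit and test, and Benjamini-Hochberg adjustment, in one model of all 12 conditions. Genes with an adjusted p under 0.05 were called. That test gives no standard error, so the one printed is the absolute log2 fold change divided by the square root of the F statistic. It is approximate. The contrasts were the 3 factors against Pdx1 with MafA in each culture and over both, the 3 factors against Ngn3 with Pdx1 and against Ngn3 with MafA in WT cells, phospho-mutant against wild-type Ngn3 in each combination and over the 3 combinations, the same between Pdx1 with MafA cells of the 2 kinds of culture, and the interaction of Ngn3 form with the effect of Ngn3. Where all libraries of the reference group had at most 3 counts of a gene, the fold was computed against 3 counts and is a lower bound. The genes named were chosen by a rule: the hormone genes, the reprogramming factors, Pomc, members of the gene lists past the threshold, and the 5 genes higher and the 5 lower with the lowest adjusted p among those past the threshold with all replicates of one group above those of the other. Iapp across conditions, Gal across replicates and the results of single libraries were chosen after their values were seen.

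Lists of α-cell (16), β-cell (24), endocrine differentiation and secretion (24), axon guidance (30), duct (16) and proliferation genes (18) were written by hand and are not the gene pools or gene ontology terms of the paper. A list score is the mean log2(CPM + 1) over the list in a sample, compared by two-sided exact permutation tests, within combinations where several are pooled. Overlaps of lists with called genes were tested by one-sided Fisher's exact tests against all other genes tested, with Benjamini-Hochberg adjustment over the 6 lists of each contrast.

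Biological replicate numbers are from the sample labels, where each number also goes with a passage of the organoids (replicates 1 and 2 at passage 2, replicate 3 at passage 5). Groups therefore share replicate numbers, and each fit was repeated with the number as a block. Whether the numbers pair the samples was checked by correlating, over the 5000 most expressed genes, the deviations of same-numbered samples from their group means. For list scores the block analysis was an exact test that flips the signs of the differences within pairs.

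The alternatives tried were DESeq2 1.42.0 (size factors, Wald test, no shrinkage), edgeR with RLE size factors, edgeR's filterByExpr, no gene filter, only the conditions compared, the replicate block, all libraries, the first technical repeat only, each replicate left out in turn, and for list scores other pseudocounts, the median, no hormone genes and plain totals. The fit without edgeR's legacy setting was added after seeing the data. The models were tested on simulated data with 200 of 24004 genes changed. Counts were drawn at the trended dispersion that the edgeR fit uses, without dispersion of single genes and without differences between replicates. The simulation may therefore favour edgeR, and it does not test what the block does where replicates differ. The edgeR test recovered 93% of genes changed 16-fold and 26% of those changed 4-fold, with 0 unchanged genes among 119 calls. With the block it recovered 92% and 26%, with 1 unchanged gene among 119 calls. DESeq2 recovered 99% and 43%, with 47 unchanged genes among 189 calls (24.9%).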

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

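In this part, the test of RNA carried over from cells with Ngn3 was chosen only after the counts had been seen.

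Iapp was counted 815 times in technical repeat 2 of replicate 1 of Pdx1 cells from the 6SA cultures, among 6471804 counts on genes, and 6 and 9 times in the other technical repeats of that replicate. These cells were sorted without the Ngn3 reporter, and the paper does not report on Iapp in them. One explanation is RNA carried over from cells with Ngn3. At the ratio of Sst to Iapp in the 6SA samples with Ngn3 and Pdx1 (8.47), 6906 counts of Sst would then accompany the Iapp counts, and 17 were found, against 17 and 62 in the other repeats, so the counts go against carry-over with that composition. A further candidate explanation is a few endocrine cells in the pool. The endocrine list had a median difference of -0.02 from the other repeats, at percentile 31.13 among 10000 random lists matched on expression, so the list was not raised. A single cell with Iapp in a pool of 50 may leave the median of a list unmoved, so the pattern cannot be told apart from this explanation, and it rests on 1 library. The other repeats had totals of 6508303 and 5574919 counts, so the library does not stand apart by depth.

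Gal, which encodes the neuropeptide galanin and which the paper does not discuss, was at 7458 ± 6802 CPM (SD, n = 3) in WT cells with Ngn3, Pdx1 and MafA and at 9.20 ± 8.71 CPM (SD, n = 3) with Ngn3 and Pdx1 (log2 fold change 9.70, standard error 1.93, edgeR adjusted p = 0.0372, higher in all 3 pairs of replicates). By replicate it was at 8922, 13409 and 42.5 CPM with the 3 factors, 9.91, 17.5 and 0.164 CPM with Ngn3 and Pdx1, and 125, 101 and 45.7 CPM with Ngn3 and MafA. The difference from Ngn3 and MafA did not pass the threshold (log2 fold change 6.36, edgeR adjusted p = 0.141). Samples without Ngn3 were at 3.12 CPM or lower. Over the alternatives the adjusted p against Ngn3 and Pdx1 ranged from 1.5e-50 to 1, and was 0.463 and 1 without replicate 1 and without replicate 2. One explanation is chance among the genes tested in WT cells. In the separate 6SA cultures Gal was at 10710 and 1807 CPM with the 3 factors and at 83.7, 64.9 and 1.75 CPM with Ngn3 and Pdx1 (log2 fold change 6.96, edgeR unadjusted p = 0.000441, adjusted p = 0.122), which goes against chance alone. The totals of the WT samples compared overlapped (6029553 to 11254451 counts with the 3 factors and 2579583 to 12611342 with Ngn3 and Pdx1), so the samples do not part by depth. Other technical explanations were not tested for Gal, and the low value in replicate 3 goes with its later passage, which no sample separates from the replicate number. With phospho-mutant Ngn3 and MafA, Gal was at 1791, 792 and 13.9 CPM, and the 3 factors did not differ from these samples past the threshold (log2 fold change 2.85, edgeR adjusted p = 0.549), so a need for all 3 factors is not shown.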

How the results depend on the processing

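The settings and alternatives were fixed before the data were examined, except the edgeR fit without its legacy setting, which was chosen after seeing the data. For the 22 results that answer a comparison, 185 of 247 alternatives left a result as it was, meaning the same direction and side of the threshold for results with a test, within 1.5 times the reported count for counts, and within the spread between replicates for list scores of 3 samples against 3, whatever their sign. The cause of the changes below was not tested.

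Counts of genes called moved most. In WT cells with the 3 factors against Pdx1 with MafA, in 6SA cells likewise, and in WT cells with the 3 factors against Ngn3 with Pdx1 and against Ngn3 with MafA, the reported counts were 1167, 1390, 27 and 9. Without a gene filter (31181 genes tested) they were 2157, 2463, 572 and 727, of which 2151, 2455, 571 and 725 were genes that pass the reported filter. With DESeq2 they were 2481, 2921, 298 and 543, with the replicate block 2392, 2447, 155 and 353, and without the legacy setting 1959, 2562, 60 and 233. On simulated data 47 of the 189 genes DESeq2 called were unchanged, 0 of 119 with edgeR and 1 of 119 with the block. Those data were drawn at the dispersion of the edgeR fit, so they do not tell how many of the further DESeq2 calls here are false. With the first technical repeat only, which leaves 2 WT samples with the 3 factors, the counts were 525 for the first comparison, 2789 in place of 4279 over both cultures, and 1 and 0 for the last comparisons (2113 genes at an unadjusted p under 0.05 for the latter). With only the conditions compared in the fit, the last counts were 1 and 0 (2131 genes at an unadjusted p under 0.05). For Ngn3 with MafA, all libraries gave 15 genes and RLE size factors 16, with 11 higher and 5 lower in place of 5 and 4. RLE moved the median log2 fold change of all genes from 0.03 to 0.16 in WT cells with the 3 factors against Pdx1 with MafA.

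For phospho-mutant against wild-type Ngn3 with the 3 factors, with Pdx1, with MafA, over the combinations, in cells without Ngn3 and for the interaction, the reported counts were 0 (975, 614, 756, 1421, 412 and 777 at an unadjusted p under 0.05). Without a gene filter they were 169, 14, 88, 239, 12 and 105, and with DESeq2 35, 4, 12, 26, 9 and 14. They were 0 in every other alternative run.

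With each replicate left out in turn, the counts went from 42 to 1427 in WT cells and from 771 to 3931 over both cultures for the 3 factors against Pdx1 with MafA, from 0 to 112 against Ngn3 with Pdx1 and from 0 to 273 against Ngn3 with MafA (572 and 712 at an unadjusted p under 0.05 in the fits with 0). All of the lowest values were without replicate 2. In 6SA cells there were 1321 genes without replicate 3. Without replicate 1 or 2, phospho-mutant cells with the 3 factors have 1 sample, so calls for contrasts of these cells alone are not reported.

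The log2 bound for Ins1 was 6.82 against Ngn3 with Pdx1 (edgeR adjusted p = 0.145), 7.47 against Ngn3 with MafA (adjusted p = 0.106) and 7.44 against Pdx1 with MafA (adjusted p = 0.0119). The first passed the threshold without a gene filter (6.80, adjusted p = 6.1e-11) and with the replicate block (6.82, adjusted p = 0.00893), as did the second (7.47, adjusted p = 1.3e-12, and 7.47, adjusted p = 0.00563), which also passed without the legacy setting (7.47, adjusted p = 0.0307). Both passed without replicate 3 (adjusted p = 0.0241 and 0.0109). The third did not pass with DESeq2 (7.59, adjusted p = 0.268) or without replicate 2 (adjusted p = 0.283). With replicates left out the bounds ranged from 7.25 to 7.78, from 7.79 to 8.20 and from 8.036 to 8.040, and the adjusted p over all alternatives from 6.1e-11 to 1, from 1.3e-12 to 1 and from 1.3e-13 to 0.283. Without replicate 1, Ins1 fell under the gene filter. With the first technical repeat only there is no value for Ins1, and with only the conditions compared there is one against Ngn3 with Pdx1 alone.

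The list scores kept their sign in every alternative except the α list between the 3 factors and Ngn3 with MafA, which was near 0 (-0.03 as reported, -0.28 to 0.13 with replicates left out, -0.68 with the median, 0.16 without the hormone genes and 0.02 with plain totals). The β list between the 3 factors and Pdx1 with MafA was 3.86 with a pseudocount of 0.1 and 1.47 with 10 in place of 2.68, and the α list 2.82, 1.04 and, with the median, 3.01 in place of 1.97. The β list between phospho-mutant and wild-type cells passed the threshold only with the replicate block (0.41, exact p = 0.0156, in place of 0.57, p = 0.145).

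Over the 111 results for single genes, 1112 of 1308 alternatives kept the side of the threshold, 192 lost it, 4 gained it and 0 changed direction. Of the 192, 73 were without replicate 2, 47 without replicate 1, 39 with the first technical repeat and 25 with only the conditions compared.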

Differences from the paper's values

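The paper states that 5 samples were not considered after its quality criteria, and here the same criteria left out 3 of 61 libraries. The paper's samples also included uninfected cells and cells with Ngn3 alone, which were not analysed here. No other quality criteria were among the alternatives, apart from keeping all libraries.

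The paper states that glucagon is activated by Ngn3 with Pdx1 as well as by Ngn3 with MafA. Here the samples with Ngn3 and Pdx1 had 0 or 1 count of Gcg each, and with Ngn3 and MafA it was above 7 counts in 1 of 3 samples of each Ngn3 form.

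The paper states that α and β cell genes are most activated with the 3 factors. With the lists used here this held for β-cell genes in WT cells (3.76 against 2.63 and 2.58) and in phospho-mutant cells (4.56 against 3.24 and 2.89), while the α list was at 4.15 with the 3 factors and at 4.18 with Ngn3 and MafA in WT cells. In phospho-mutant cells the α list was at 4.01 with the 3 factors, 4.55 with Ngn3 and Pdx1 and 4.51 with Ngn3 and MafA. Elsewhere the paper states that adding Pdx1, MafA or both did not significantly raise the α-cell genes induced by Ngn3. Cells with Ngn3 alone were not analysed here, so that statement was not tested. The α list mean was not highest with the 3 factors in either Ngn3 form.

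Fig. 2A of the paper ranks pancreatic polypeptide above somatostatin with Ngn3, Pdx1 and MafA, relative to uninfected cells. Relative to Pdx1 with MafA cells, Ppy was here at least 1.09-fold higher (edgeR adjusted p = 0.362, at most 15 counts in a sample) and Sst differed by 11.63 on the log2 scale (edgeR adjusted p = 0.00523). Ppy had 0 counts in those reference cells, so its value is a lower bound and cannot be ranked against the fold change of Sst. By level, Sst had from 52288 to 379041 counts in the WT samples with the 3 factors.

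The paper reports axon guidance as an enriched term with the 3 factors (Fig. 2C). In WT cells the axon guidance list used here had 1 higher gene of 29 (one-sided Fisher's exact test, adjusted p = 0.776), and with the replicate block 6 (adjusted p = 0.00465). Over both cultures it had 13 (adjusted p = 1.4e-06).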

Other observations

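In this part, the tests of depth and of Neurog3 for insulin, of depth for glucagon and of chance for the proliferation list were chosen only after the results had been seen.

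The counts of called genes were set against other splits of the same samples, made by swapping the conditions within same-numbered pairs. Splits that put both samples of a pair on one side were not used, since they mix differences between replicates into the comparison. For WT cells with the 3 factors against Pdx1 with MafA, 1 of the 4 splits, the real one, gave as many as 1167 genes, and the other splits gave 0 (658 to 2131 genes at an unadjusted p under 0.05). Against Ngn3 with Pdx1 and against Ngn3 with MafA it was also 1 of 4 splits, for 27 and 9 genes, and the other splits gave at most 1 and 2 genes. With 4 splits no share under 0.05 can be reached. Over both cultures 1 of the 32 splits gave as many as 4279 genes, and the next highest gave 2097. For phospho-mutant against wild-type Ngn3, 0 genes were called, so every split gives as many and these tests could not have come out otherwise (4 of 4 splits with Pdx1, 4 of 4 with MafA, 4 of 4 between the cultures in cells without Ngn3, and 24 of 24, drawn from 256, over the 3 combinations). At an unadjusted p under 0.05 the real splits gave 614 genes with Pdx1 (555 to 613 in the other splits), 756 with MafA (673 to 729) and 412 between the cultures (412 to 452). At an unadjusted p under 0.05 the real split of the combinations gave 1421 genes and the other 23 splits from 717 to 1392.

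Insulin counts were absent from WT replicate 3 of the 3 factors. At the level of replicates 1 and 2, its depth would have given 733 counts of Ins1, so low depth does not account for the absence. Neurog3 was lowest in replicate 3 in 4 of the 5 conditions with Ngn3 and 3 replicates (one-sided exact binomial test, p = 0.0453), and the endocrine list in 5 of 5 (p = 0.00412). The tests treat the 5 conditions as independent. Conditions of one culture share a replicate, same-numbered samples of the conditions with Ngn3 correlated by up to 0.594, and the condition that raised the question is among the 5, so these p-values are too small. In the WT samples with the 3 factors, Neurog3 was at 196, 167 and 14.6 CPM and the endocrine list at 7.18, 7.14 and 5.72. Ghrl went the other way in 2 of these conditions, with 752, 10.8 and 3053 CPM in replicates 1, 2 and 3 of the WT samples with the 3 factors and 221, 952 and 2552 CPM with Ngn3 and Pdx1, so not all endocrine genes were lower. A candidate explanation is weaker reprogramming of part of the endocrine genes, with less Neurog3 transcript, in replicate 3. That replicate was also the only one at passage 5, so passage and a batch of that culture cannot be told apart. Neurog3 level does not account for all of it. With phospho-mutant Ngn3 and Pdx1, replicate 3 had more Neurog3 than replicate 2 (38.8 and 34.9 CPM) and a lower endocrine score (5.31 and 6.44), and with the 3 phospho-mutant factors replicate 2 had more Neurog3 than replicate 1 (329 and 163 CPM) and less Ins1 (8.86 and 62.5 CPM). The Neurog3 count does not separate vector from endogenous transcripts, and a lower level may also follow from weaker reprogramming.

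Of the 3 libraries left out for their low totals, the 2 with a technical repeat that was kept held more Ins1 per count than that repeat. In WT replicate 2 with the 3 factors Ins1 was at 1025 CPM of the plain total in the library left out (625650 counts) and 44.9 CPM in the one kept, and in phospho-mutant replicate 2 at 393 CPM (241563 counts) and 10.5 CPM. The remaining library, phospho-mutant replicate 3, held 1 count of Ins1 among 408733. No test was made of these pairs of libraries.

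Glucagon was counted 4269 times in technical repeat 1 of phospho-mutant replicate 2 with Ngn3 and MafA and 0 times in repeat 2. At the same level, the 1403177 counts of repeat 2 would have given 805 counts, so its lower depth does not account for the difference. One hypothesis is that α-like cells were in the pool of repeat 1 only. The median difference of 14 α-list genes without Gcg was 0.91, at percentile 95.16 among 10000 random lists matched on expression, so few of those lists differed more. α-like cells may be the source but cannot be told apart from other differences between the pools. Each is 1 library, and Ppy went the other way, with 7 counts in repeat 1 and 101 in repeat 2.

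Proliferation genes were lower with the 3 factors than with Pdx1 and MafA over both cultures. The list score differed by -3.09 (exact permutation test within cultures, two-sided, p = 0.005, the smallest p, and lower in 5 of 5 same-numbered pairs, with p = 0.0625 as blocks, also the smallest). With every sample thinned to the lowest total the difference was -3.10, which goes against depth. The median log2 fold change of the 18 genes was -3.83, and -3.70 after regression on GC content, transcript length and expression, which goes against these properties. The duct list differed by -2.55 (same exact permutation test, p = 0.005, lower in 5 of 5 pairs). A hypothesis in line with these tests is that cells with the 3 factors leave the cell cycle and the ductal programme. Sorting different cells by reporter, rather than a change within cells, was not tested. Within WT cells, the proliferation list was at 2.17 ± 0.15 with the 3 factors, 2.58 ± 0.13 with Ngn3 and MafA and 3.97 ± 1.54 with Ngn3 and Pdx1, against 5.87 ± 1.33 with Pdx1 and MafA (SD, n = 3 each).

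The hypothesis that the phospho-mutant form raises the endocrine list was tested over the 3 combinations. The score was 0.56 higher, less than the 1.08 spread between replicates (exact permutation test, two-sided, p = 0.258). With same-numbered pairs as blocks it was 0.40 higher, in 6 of 8 pairs (exact sign-flip test, p = 0.0469). The pairs carry only 3 replicate numbers and are not independent, so the sign-flip p is too small. The error in the permutation p, from a test that ignores the pairing, was not estimated. Of the 24 genes, 23 had a positive log2 fold change and 0 an edgeR adjusted p under 0.05. The test without the block was negative, and the test with it passed only at a p that is too small. The hypothesis is therefore neither shown nor ruled out.

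WT cells with Ngn3 and Pdx1 differed from Pdx1 with MafA cells in 139 genes, 134 higher and 5 lower, and those with Ngn3 and MafA in 332 genes, 190 higher and 142 lower, by edgeR adjusted p (n = 3 each). DESeq2 gave 453 genes (400 higher, 53 lower) and 1017 genes (521 higher, 496 lower).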
